A study of Mus musculus with 24 samples. Its data were reported in "Physiological and functional characterization for high‐throughput optogenetic skeletal muscle exercise assays" (2025).

How the data were processed

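RNA was taken from 24 tissues of ChR2-expressing C2C12 muscle, 6 per condition (unstimulated control, 1, 4, and 10 Hz, light for 30 min per day). Groups and replicate numbers were taken from the sample titles. The authors selected poly(A) RNA, made directional libraries, and sequenced them as paired-end reads on a Singular G4 instrument. The labels add that samples of low input were prepared by ribodepletion and do not say which. The authors processed the reads with the nf-core/rnaseq pipeline against GRCm39 and its Ensembl annotation, of a release not given in the sources used here. The deposited values were salmon estimated counts per gene (expected counts, not normalized, of which 6.62% to 10.6% per library were not whole) and, in a second table, TPM that the authors scaled to a fixed sum in each library. Each table had 56941 genes. Whether the counting used strand was not given in the sources used here. The channelrhodopsin transgene was not analysed here.

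Estimated counts were rounded to whole numbers. Genes were kept with edgeR's filterByExpr by condition, which left 13318 genes holding 99.8% of all counts. TMM scaling, dispersions, and the quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16, limma 3.58.1, R 4.3.3) were run in 1 fit of all 24 libraries with condition as the only factor, so that the 4 conditions shared 1 estimate of the spread (common dispersion 0.0233). The 6 comparisons between conditions were tested as contrasts. Adjusted p-values are Benjamini-Hochberg values over the genes tested, and a gene was counted at an adjusted p below 0.05 with an absolute log2 fold change above 0.5. The study used DESeq2 with apeglm, and DESeq2 1.42.0 without and with apeglm 1.24.0 shrinkage was run as an alternative. CPM of single genes use TMM-scaled library sizes, and shares of library composition are of the raw total. SDs are between libraries.

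Library composition was compared between conditions with 2-sided exact permutation tests, in which 6 against 6 libraries give a p of at least 0.00216. Total counts of 4.09 to 15.2 M (mega) per library set the counting error, which is given as a 95% Clopper-Pearson interval where a share of single libraries is printed. Principal components used centered log2 CPM (prior count 2) of the 500 most variable genes. Gene sets, written from general knowledge, were tested on log2 CPM with camera at a preset inter-gene correlation of 0.01. The correlation of fold changes between frequencies used differences of mean log2 CPM. To find the value given by shared controls, unchanged groups were simulated 20 times from the control means and the estimated spread, and the overlap of genes was taken from lists of the real lengths ranked by p.

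Genes named in the text are, for each comparison with control, the 3 with the largest positive and the 3 with the largest negative log2 fold change among the genes counted, with a mean of at least 10 CPM over all libraries and no overlap of the 6 stimulated and 6 control libraries, and for 10 Hz against 1 Hz the 2 largest each way. Names of predicted genes and pseudogenes were passed over. The muscle genes of the study were added, and a copy of a named gene (Hspa1b, Prl2c3) is given where reads could be split between them, chosen after its values were seen. Gene positions, exon numbers, GC content, and transcript length came from the GENCODE M39 annotation of GRCm39, where 99.8% of the tested genes were found by identifier. Its release may differ from that of the authors.

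The fits were tested on simulated data drawn from the means, spread, and library sizes of the real libraries over 13318 genes with 200 changed. For 1 Hz against control, edgeR recovered 77.5% of the changed genes with 4.32% of its calls false, DESeq2 recovered 78.5% with 10.3% false, and limma, over 13170 genes, recovered 77.5% with 4.32% false. The set test found the 1 shifted set and 0 of 8 unshifted sets. Genes were drawn independently and sets at random, so this could not test the preset correlation between genes of a real set.

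Alternatives set in advance were DESeq2 size factors, scaling by total count, no filter on low counts, a minimum mean of 5 CPM, DESeq2, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1 and on log2(TPM + 1) without that filter, only the 12 libraries compared, the replicate number as a block, an adjusted p alone, and leaving out each library in turn. For gene sets these were an estimated correlation, fry, and fgsea 1.28.0, and for principal components 2000 or all genes and TPM. Fold changes on the log2(TPM + pseudocount) scale understate the change of low genes. Alternatives added after the data were seen were corrections for GC content and transcript length (lowess, span 0.3), protein-coding genes only, counts thinned to the smallest library, edgeR's fitted fold changes, and the log2 share of 19 non-polyadenylated small RNAs as a covariate.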

Results

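Bulk RNA sequencing (RNA-seq) was performed on 2D muscle tissues grown from C2C12 cells, a mouse myoblast line that fuses into muscle fibers in culture. The cells carried channelrhodopsin (ChR2), a blue light-gated ion channel, so that a light pulse triggered contraction. Tissues were stimulated for 30 min each day at 1, 4, or 10 Hz, or were left unstimulated as control. Each of the 4 conditions comprised 6 libraries, giving 24 libraries in total. The total count per library, in M (mega), ranged from 4.09 to 15.2 M, with a median of 7.48 M. Control libraries 1 to 6 held 5.12, 5.53, 6.86, 7.65, 4.19, and 4.69 M counts. The 1 Hz libraries held 5.14, 4.09, 15.2, 7.34, 7.41, and 9.81 M counts. The 4 Hz libraries held 7.71, 9.42, 7.91, 11.5, 7.55, and 10.7 M counts. The 10 Hz libraries held 12.1, 6.51, 9.48, 7.19, 5.41, and 8.46 M counts. The mean total was 5.67 ± 1.33 M in control (SD, n = 6) and 9.12 ± 1.67 M at 4 Hz (SD, n = 6, 2-sided exact permutation p = 0.00433, Benjamini-Hochberg (BH) adjusted p = 0.0130 over all composition measures). It was 8.16 ± 3.98 M at 1 Hz (SD, n = 6, exact permutation p = 0.184, BH adjusted p = 0.276) and 8.19 ± 2.40 M at 10 Hz (SD, n = 6, exact permutation p = 0.0455, BH adjusted p = 0.0830). No library was a copy of another of its condition, since in all 60 pairs the counts differed by more than sampling noise (the lowest chi-square per gene was 3.25).

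RNA was selected for poly(A) tails, except that low-input samples, which the labels do not name, were prepared by ribodepletion. The share of non-polyadenylated RNA was compared between conditions first, and it is a residue of poly(A) selection only in libraries that were not ribodepleted. A list of 19 small RNAs that lack a poly(A) tail took 131 ± 23.1 counts per M of the library total (CPM) in control (SD, n = 6), 30.0 ± 21.01 CPM at 1 Hz (SD, n = 6), 27.6 ± 12.5 CPM at 4 Hz (SD, n = 6), and 125 ± 86.4 CPM at 10 Hz (SD, n = 6). The exact permutation p against control was 0.00216 at both 1 and 4 Hz, the smallest p that 6 against 6 libraries allow, and 0.877 at 10 Hz (BH adjusted p = 0.00758, 0.00758, and 0.969). All 6 libraries at 1 Hz and all 6 at 4 Hz lay below every control library. Single libraries ranged from 15.03 to 70.2 CPM at 1 Hz, from 38.4 to 272 CPM at 10 Hz, and from 98.8 to 169 CPM in control. The 95% Clopper-Pearson interval was 63.2 to 77.8 CPM for the highest 1 Hz library and 90.7 to 107 CPM for the lowest control library, and these intervals cover counting error only. Ribosomal RNA took 1.16 ± 0.234% of counts in control (SD, n = 6), 0.268 ± 0.200% at 1 Hz (SD, n = 6), 0.309 ± 0.159% at 4 Hz (SD, n = 6), and 1.11 ± 0.667% at 10 Hz (SD, n = 6), with exact permutation p = 0.00216, 0.00216, and 0.874 against control (BH adjusted p = 0.00758, 0.00758, and 0.969). The share of mitochondrial genes was 2.60 ± 0.441% in control (SD, n = 6), 1.88 ± 0.369% at 1 Hz (SD, n = 6, exact permutation p = 0.0130, BH adjusted p = 0.0318), 2.97 ± 1.22% at 4 Hz (SD, n = 6, exact permutation p = 0.509, BH adjusted p = 0.668), and 3.34 ± 0.882% at 10 Hz (SD, n = 6, exact permutation p = 0.0823, BH adjusted p = 0.133). The labels gave no sequencing batch, so no comparison within batches was made.

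The first question was whether tissues separated by stimulation frequency. The first principal component of the 500 most variable genes held 21.6% of the variance. Its mean score was -17.1 ± 3.68 in control (SD, n = 6), 11.6 ± 7.54 at 1 Hz (SD, n = 6), 12.9 ± 5.17 at 4 Hz (SD, n = 6), and -7.46 ± 6.25 at 10 Hz (SD, n = 6). Over the 6 pairs of conditions, the 2-sided exact permutation test gave BH adjusted p = 0.00433 for 1 Hz against control, for 4 Hz against control, and for 10 Hz against 4 Hz (unadjusted exact p = 0.00216 in each). For these 3 pairs no library of one condition overlapped the other. The 10 Hz scores lay 9.64 above control with overlap (exact permutation p = 0.0130, BH adjusted p = 0.0156). They differed from 1 Hz by -19.1 with overlap (exact permutation p = 0.00433, BH adjusted p = 0.00649). The 1 and 4 Hz scores differed by 1.32, less than the spread between replicates (exact permutation p = 0.740, BH adjusted p = 0.740). Removing the slope of the scores on the small RNA share within conditions, an alternative chosen after the data were seen, moved the differences most, from 28.7 to 16.2 at 1 Hz and from 30.0 to 17.5 at 4 Hz, and left every pair on its side of the threshold. With all tested genes, the difference between 10 Hz and control was 11.3 and no longer past 0.05 (exact permutation, BH adjusted p = 0.112), and the difference between 4 and 1 Hz was -1.08.

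**Figure D1:**
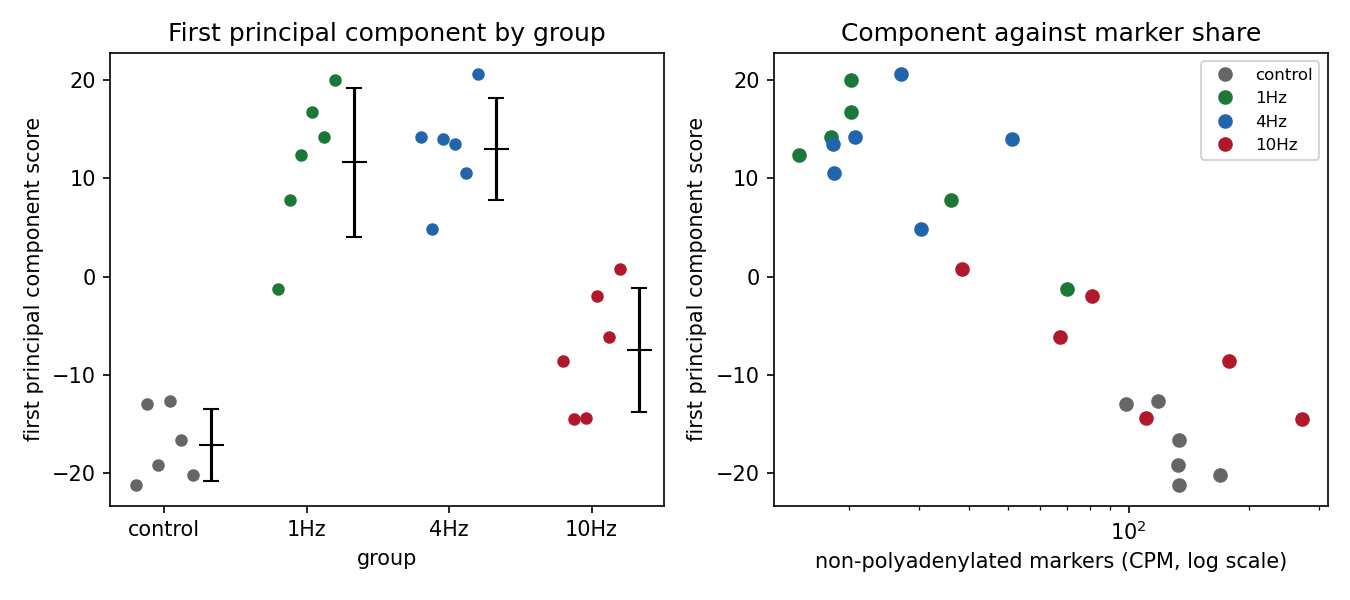
Left, score on the first principal component of each library (points) by condition, with mean and SD as bars (n = 6); right, the same scores against the CPM of the 19 non-polyadenylated small RNAs on a log axis. Control libraries had a mean score of -17.1 and 4 Hz libraries of 12.9 without overlap.

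Genes were counted as upregulated or downregulated at a BH adjusted p below 0.05 and an absolute log2 fold change above 0.5 in edgeR's quasi-likelihood test over 13318 genes. Stimulation at 1 Hz upregulated 1244 genes and downregulated 1197 relative to control. Stimulation at 4 Hz upregulated 1396 genes and downregulated 1280. Stimulation at 10 Hz upregulated 165 genes and downregulated 83, the lowest counts of the 3 frequencies. The log2 share of non-polyadenylated small RNA as a covariate, chosen after the data were seen, moved the totals at 1 and 4 Hz most, from 2441 to 1 gene at 1 Hz (Arc) and from 2676 to 250 at 4 Hz, and gave 203 in place of 248 at 10 Hz. At 10 Hz the number upregulated moved most by ratio on the log2(TPM + 1) scale without a filter on low values, to 52 by limma, and the number downregulated with an adjusted p alone, to 295 (356 up). The 12 compared libraries alone gave 97 up and 49 down. Of the genes counted without the covariate, 1, 222, and 191 remained with it. Without the covariate, 5910, 6367, and 2750 genes had an unadjusted p below 0.05 at 1, 4, and 10 Hz, and with it 1414, 2345, and 2692 did. With the covariate, limma on log2 CPM counted 3, 241, and 229 genes. The small RNA share did not overlap between control and 1 or 4 Hz, so this covariate and the stimulation cannot be told apart at those frequencies. The counts at 10 Hz also depended on single libraries: without control replicate 2 they were 105 up and 42 down, and without 10 Hz replicate 6 there were 92 up. Genes that do not code for protein made up 24.8% of the genes downregulated at 1 Hz and 19.1% of those downregulated at 4 Hz, against 10.0% of the genes tested and 4.98% and 8.67% of the genes upregulated at these frequencies. At 10 Hz the order was the opposite, with 16.4% of the upregulated and 3.61% of the downregulated genes.

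The balance of upregulated and downregulated genes depended on the scaling. With edgeR's trimmed mean of M-values (TMM), 50.96% of the genes counted at 1 Hz, 52.2% at 4 Hz, and 66.5% at 10 Hz were higher than control, and DESeq2 size factors gave 50.9%, 52.7%, and 67.5%. Scaling by total count alone gave 942 up and 1595 down at 1 Hz (37.1% higher) and 1012 up and 1821 down at 4 Hz (35.7% higher). This scaling shifted the median log2 fold change of all genes to -0.11 at 4 Hz and -0.08 at 1 Hz, against -0.01 at both frequencies with TMM. Transcripts per M (TPM) tested by limma on log2(TPM + 1) gave 677 up and 2057 down at 4 Hz (24.8% higher) and 77 up and 157 down at 10 Hz (32.9% higher). Without a filter on low values, the same scale gave 772 up and 1200 down at 1 Hz (39.1% higher). On the log2(TPM + 1) scale the median log2 fold change was -0.17 at 4 Hz and -0.11 for 4 Hz against 1 Hz, and on the log2(TPM + 0.1) scale it was -0.10 at 10 Hz.

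**Figure D2:**
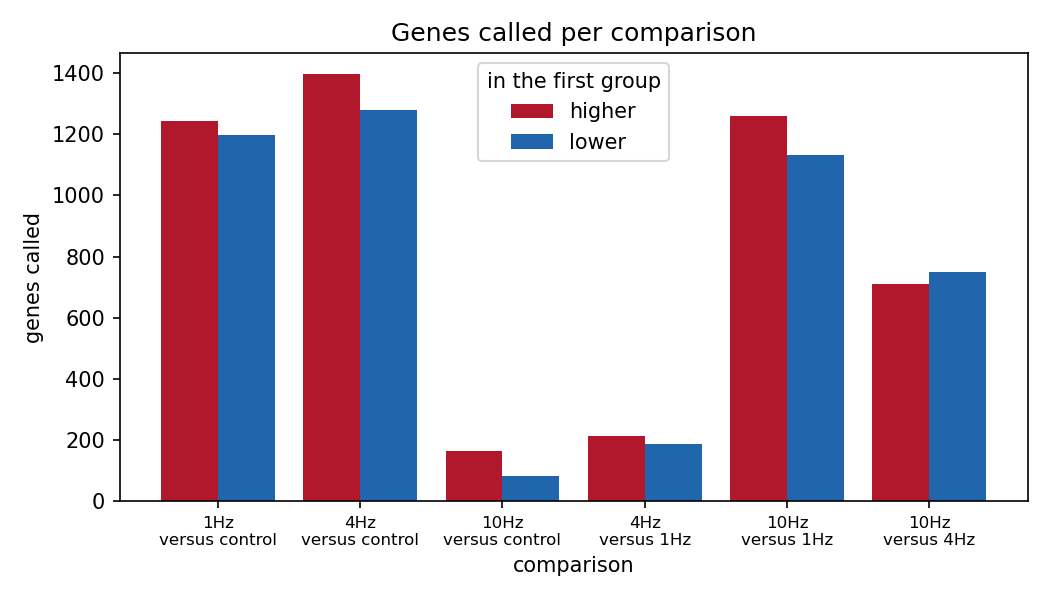
Number of genes higher (red) and lower (blue) in the first condition of each comparison, at a BH adjusted p below 0.05 and an absolute log2 fold change above 0.5 by edgeR (6 libraries per condition). The counts were 1244 and 1197 for 1 Hz, 1396 and 1280 for 4 Hz, and 165 and 83 for 10 Hz against control.

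The frequencies were then compared with each other. Between 4 and 1 Hz, 212 genes were higher and 187 lower at 4 Hz, and without 1 Hz replicate 5 the number higher was 134. Between 10 and 1 Hz, 1259 genes were higher and 1131 lower at 10 Hz. Between 10 and 4 Hz, 709 genes were higher and 751 lower at 10 Hz. On the log2(TPM + 1) scale limma counted 56 higher and 404 lower for 4 Hz against 1 Hz (12.2% higher, 53.1% with TMM) and 743 higher and 1060 lower for 10 Hz against 1 Hz (41.2% higher, 52.7% with TMM). For 10 Hz against 4 Hz, 48.6% were higher with TMM, 61.2% with total count scaling (933 higher and 591 lower), and 62.4% on the log2(TPM + 1) scale (645 higher and 389 lower). With the small RNA share as covariate, edgeR counted 244 genes between 10 and 1 Hz, of which 224 were counted without it, and 0 between 10 and 4 Hz. For 10 Hz against 4 Hz, 1007 genes then had an unadjusted p below 0.05, and limma also counted 0 with 987 genes at an unadjusted p below 0.05.

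Genes with large changes were named by a rule set before the data were examined, as were the comparisons, tests, gene lists, and most of the alternatives tried. At 1 Hz, the 3 upregulated genes with the largest fold change among the 514 that met the rule were Arc, Nrg1, and Car6. Positions are from the GENCODE M39 annotation of GRCm39, and exons are those of the canonical transcript. Arc (ENSMUSG00000022602, chromosome 15, 74540932 to 74544419, 3 exons) rose from 35.4 ± 7.92 CPM in control to 176 ± 41.6 CPM at 1 Hz (SD, n = 6 each), a log2 fold change of 2.31 ± 0.19 (SE, edgeR adjusted p = 1.57e-08, higher than every control library in 6 of 6). Nrg1 (ENSMUSG00000062991, chromosome 8, 32303906 to 33374825, 8 exons) rose from 5.85 ± 1.65 to 22.8 ± 6.05 CPM (SD, n = 6 each), by a log2 fold change of 2.00 ± 0.22 (SE, edgeR adjusted p = 1.2e-06, 6 of 6). Car6 (ENSMUSG00000028972, chromosome 4, 150271472 to 150285789, 8 exons) rose from 9.01 ± 2.85 to 33.6 ± 10.2 CPM (SD, n = 6 each), by a log2 fold change of 1.92 ± 0.23 (SE, edgeR adjusted p = 2.57e-06, 6 of 6). Among downregulated genes, Rn7sk (ENSMUSG00002076161, chromosome 9, 78082585 to 78082915, 1 exon, one of the 19 non-polyadenylated small RNAs) fell from 60.0 ± 14.0 to 11.4 ± 8.34 CPM (SD, n = 6 each), a log2 fold change of -2.49 ± 0.43 (SE, edgeR adjusted p = 0.000101, lower than every control library in 6 of 6). Hspa1a (ENSMUSG00000091971, chromosome 17, 35188166 to 35191132, 1 exon) fell from 72.2 ± 13.7 to 13.0 ± 3.19 CPM (SD, n = 6 each), a log2 fold change of -2.46 ± 0.52 (SE, edgeR adjusted p = 0.000703, 6 of 6). Its near-identical copy Hspa1b shares reads with it, so the values of either copy alone were uncertain, and Hspa1b changed by -1.52 (edgeR adjusted p = 0.000685). Snhg7 (ENSMUSG00000120369, chromosome 2, 26526613 to 26530577, a long noncoding RNA of 3 exons) fell from 40.5 ± 8.42 to 8.19 ± 1.85 CPM (SD, n = 6 each), a log2 fold change of -2.34 ± 0.26 (SE, edgeR adjusted p = 1.11e-06, 6 of 6).

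At 4 Hz, the rule named Kcnk13, Medag, and again Car6 among upregulated genes. Kcnk13 (ENSMUSG00000045404, chromosome 12, 99924948 to 100028942, 3 exons) rose from 5.67 ± 1.38 to 24.9 ± 2.40 CPM (SD, n = 6 each), by a log2 fold change of 2.14 ± 0.24 (SE, edgeR adjusted p = 4.86e-07, 6 of 6). Medag (ENSMUSG00000029659, chromosome 5, 149334629 to 149356015, 5 exons) rose from 40.4 ± 3.61 to 175 ± 51.1 CPM (SD, n = 6 each), by 2.12 ± 0.25 (SE, edgeR adjusted p = 9.69e-07, 6 of 6). Car6 reached 33.8 ± 7.25 CPM (SD, n = 6), a log2 fold change of 1.91 ± 0.23 (SE, edgeR adjusted p = 1.03e-06, 6 of 6). Nefl (ENSMUSG00000022055, chromosome 14, 68321268 to 68326544, 4 exons) fell from 60.5 ± 35.5 to 7.60 ± 2.39 CPM (SD, n = 6 each), a log2 fold change of -2.97 ± 0.39 (SE, edgeR adjusted p = 2.81e-06, 6 of 6), with 1 control library at 132 CPM. Hspa1a fell to 12.4 ± 5.35 CPM (SD, n = 6), a log2 fold change of -2.52 ± 0.51 (SE, edgeR adjusted p = 0.000382, 6 of 6), and Hspa1b changed by -1.76 (edgeR adjusted p = 0.000126). Rn7sk fell to 12.1 ± 5.00 CPM (SD, n = 6), a log2 fold change of -2.31 ± 0.41 (SE, edgeR adjusted p = 9.84e-05, 6 of 6).

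At 10 Hz, Kcnk13 reached 14.6 ± 7.08 CPM (SD, n = 6), a log2 fold change of 1.36 ± 0.25 over control (SE, edgeR adjusted p = 0.00208, 6 of 6). The mitochondrial gene mt-Nd6 (ENSMUSG00000064368, mitochondrial genome, 13552 to 14070, minus strand, 1 exon) rose from 32.7 ± 7.06 to 83.4 ± 31.6 CPM (SD, n = 6 each), by 1.35 ± 0.30 (SE, edgeR adjusted p = 0.00935, 6 of 6). Transcripts of the opposite strand cover mt-Nd6, and its level was uncertain because the use of strand in counting was not given in the sources used here. Its rise over control was larger at 4 Hz, to 120 ± 72.6 CPM (SD, n = 6, log2 fold change 1.88 ± 0.30, SE, edgeR adjusted p = 3.16e-05, 6 of 6), and 10 Hz did not differ from 4 Hz (log2 fold change -0.53, edgeR adjusted p = 0.178). Prl2c2 (ENSMUSG00000079092, chromosome 13, 13170710 to 13179968, 5 exons) rose from 47.3 ± 18.8 to 109 ± 36.0 CPM (SD, n = 6 each), by 1.21 ± 0.22 (SE, edgeR adjusted p = 0.00189, 6 of 6). Prl2c2 belongs to a family of near-identical copies, and its level was uncertain for that reason. Its copy Prl2c3 changed by 0.88 at 10 Hz (edgeR adjusted p = 0.0536) and by -0.67 at 4 Hz (edgeR adjusted p = 0.0495), where Prl2c2 changed by 0.89 (edgeR adjusted p = 0.0022). Ccn1 (ENSMUSG00000028195, chromosome 3, 145352720 to 145355738, 5 exons) fell from 380 ± 41.1 to 168 ± 52.0 CPM (SD, n = 6 each), a log2 fold change of -1.18 ± 0.17 (SE, edgeR adjusted p = 0.000461, 6 of 6). Egr1 (ENSMUSG00000038418, chromosome 18, 34992876 to 34998049, 2 exons) fell from 272 ± 49.6 to 128 ± 31.6 CPM (SD, n = 6 each), a log2 fold change of -1.09 ± 0.13 (SE, edgeR adjusted p = 5.03e-05, 6 of 6). Trib1 (ENSMUSG00000032501, chromosome 15, 59520147 to 59528948, 3 exons) fell from 63.3 ± 10.7 to 33.03 ± 7.90 CPM (SD, n = 6 each), a log2 fold change of -0.93 ± 0.15 (SE, edgeR adjusted p = 0.000685, 6 of 6). Hspa1a was at 69.1 ± 78.4 CPM at 10 Hz (SD, n = 6), between 8.02 and 210 CPM, and did not differ from control (log2 fold change -0.05 ± 0.46, SE, edgeR adjusted p = 0.968).

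Between 10 and 1 Hz, Snhg7 was higher at 10 Hz by a log2 fold change of 2.49 ± 0.25 (SE, edgeR adjusted p = 2.08e-07, 44.8 ± 20.6 CPM at 10 Hz, SD, n = 6). Txnip (ENSMUSG00000038393, chromosome 3, 96465267 to 96469201, 8 exons) was higher by 1.74 ± 0.18 (SE, edgeR adjusted p = 2.21e-07), with 188 ± 51.7 CPM at 10 Hz and 56.6 ± 10.5 CPM at 1 Hz (SD, n = 6 each). Nrg1 differed by -2.09 ± 0.21 (SE, edgeR adjusted p = 2.21e-07, 5.44 ± 1.85 CPM at 10 Hz, SD, n = 6) and Arc by -1.88 ± 0.18 (SE, edgeR adjusted p = 1.13e-07, 48.2 ± 12.5 CPM at 10 Hz, SD, n = 6). For these 4 genes, 6 of 6 libraries at 10 Hz lay beyond every 1 Hz library. Of the 55 comparisons of a single named or muscle gene, 43 were past an adjusted p of 0.05, and 16 of these 43 remained past it in the same direction with the small RNA share as covariate. Those 16 were Arc at 1 Hz, the 3 upregulated genes named at 4 Hz, all 6 genes named at 10 Hz, the 4 genes named between 10 and 1 Hz, and Myog and Myh3 at 10 Hz. At 1 and 4 Hz the share did not overlap control, so a call lost there does not tell carry-over from stimulation. Rn7sk at 4 Hz changed sign (log2 fold change 0.13), but Rn7sk is itself part of the covariate.

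Genes of muscle differentiation and fiber type were taken from the study, with the other myogenic regulatory factors added, and compared with control at each frequency. The list held 11 genes: Myod1, Myog, Myf5, Myf6, Pax7, Myh1, Myh2, Myh4, Myh7, Myh3, and Myh8. At 1 Hz, 8 genes of the list were upregulated and 9 had an edgeR adjusted p below 0.05 over all genes tested, and 10 adjusted over the list alone. At 4 Hz, 9 were upregulated and 1, Myf5, was downregulated, giving 10 over all genes and 10 adjusted over the list alone. At 10 Hz, Myog and Myh3 were upregulated, giving 2 over all genes and 3 adjusted over the list alone. Apart from the added factors, the study named these genes when it reported these samples, so the counts over the list alone are not independent evidence. With the small RNA share as covariate, Myog and Myh3 at 10 Hz were the only members past an adjusted p of 0.05 against control at any frequency. At 10 Hz the share was close to control, and the covariate left SEs of the counted genes nearly unchanged (median factor 1.00). At 1 and 4 Hz the share did not overlap control, and SEs grew by a median factor of 1.56 and 1.55. The loss of calls there does not tell carry-over from stimulation.

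Myod1 (chromosome 7, 46025870 to 46028526, 3 exons) rose from 36.1 ± 12.2 CPM in control to 81.3 ± 14.2 CPM at 1 Hz (SD, n = 6 each, log2 fold change 1.17 ± 0.24, SE, edgeR adjusted p = 0.000456, 6 of 6). It reached 103 ± 23.5 CPM at 4 Hz (SD, n = 6, log2 fold change 1.51 ± 0.23, SE, edgeR adjusted p = 2.15e-05, 6 of 6). At 10 Hz it was 61.8 ± 28.2 CPM (SD, n = 6, log2 fold change 0.77 ± 0.24, SE, edgeR adjusted p = 0.0548, 3 of 6 above every control library). This was just short of the threshold, and leaving out control replicate 4 or 6, 4 Hz replicate 6, or 10 Hz replicate 1, 2, or 3 moved it past (edgeR adjusted p = 0.0196 to 0.0453), as did DESeq2 with and without apeglm shrinkage, no count filter, a minimum mean of 5 CPM, the correction for GC content, protein-coding genes only, and thinning to equal depth (adjusted p = 0.0112 to 0.0463). Myog (chromosome 1, 134217707 to 134220287, 3 exons) was 294 ± 67.8 CPM in control, 408 ± 26.0 CPM at 1 Hz, 530 ± 53.2 CPM at 4 Hz, and 452 ± 129 CPM at 10 Hz (SD, n = 6 each). Its log2 fold change was 0.47 ± 0.15 at 1 Hz (SE, edgeR adjusted p = 0.0144, 4 of 6), 0.85 ± 0.15 at 4 Hz (SE, edgeR adjusted p = 7.73e-05, 6 of 6), and 0.62 ± 0.15 at 10 Hz (SE, edgeR adjusted p = 0.0142, 4 of 6). The call of Myog at 10 Hz did not hold on the TPM scales, with a correction for transcript length, or with the 12 compared libraries alone.

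The genes of 5 myosin heavy chains, Myh3, Myh2, Myh1, Myh4, and Myh8, lie beside one another on chromosome 11 between 66969126 and 67199462. Their sequences are similar, and the level of each was uncertain to the extent that counting split reads between them. Myh7 lies on chromosome 14 (55208141 to 55232084, 41 exons). The log2 fold changes of the 6 myosin genes at 1 Hz ranged from 1.05 (Myh4, edgeR adjusted p = 0.000183) to 1.31 (Myh8, edgeR adjusted p = 1.11e-05), with 6 of 6 libraries above every control library for each. At 4 Hz they ranged from 0.59 (Myh4, edgeR adjusted p = 0.0161, 5 of 6) to 1.46 (Myh2, edgeR adjusted p = 2.35e-06, 6 of 6), and the call of Myh4 did not hold on the TPM scales. At 10 Hz Myh3 changed by 0.82 ± 0.19 (SE, edgeR adjusted p = 0.0123, 3 of 6), and the other 5 ranged from -0.14 (Myh4, edgeR adjusted p = 0.740) to 0.32 (Myh2, edgeR adjusted p = 0.366). The small change of Myh7 at 10 Hz, 0.21 (edgeR adjusted p = 0.603), was -0.01 on the TPM scales. On the log2(TPM + 1) scale without a filter on low values, the calls of Myog and Pax7 at 1 Hz, Pax7 and Myh7 at 4 Hz, and Myh3 and mt-Nd6 at 10 Hz did not hold either.

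Pax7 (chromosome 4, 139464373 to 139560839, 9 exons) was low, with 1.86 ± 1.24 CPM in control, 3.72 ± 1.01 CPM at 1 Hz, 3.84 ± 1.41 CPM at 4 Hz, and 1.99 ± 0.790 CPM at 10 Hz (SD, n = 6 each), or 2 to 23 counts per control library. Its log2 fold change was 0.99 ± 0.36 at 1 Hz (SE, edgeR adjusted p = 0.0349, 2 of 6), 1.04 ± 0.36 at 4 Hz (SE, edgeR adjusted p = 0.023, 3 of 6), and 0.07 ± 0.38 at 10 Hz (SE, edgeR adjusted p = 0.944). The call at 1 Hz was lost without control replicate 1, 2, 3, or 5 or 1 Hz replicate 4 or 6 (edgeR adjusted p = 0.0578 to 0.0805), and the call at 4 Hz without control replicate 1 or 3 or 4 Hz replicate 6 (edgeR adjusted p = 0.0533 to 0.0641). Myf6 (chromosome 10, 107328712 to 107330656, 3 exons) changed by -0.81 ± 0.33 at 1 Hz (SE, edgeR adjusted p = 0.0575, 5 of 6), and passed the threshold without 1 Hz replicate 1 (edgeR adjusted p = 0.0159) or 10 Hz replicate 2 (edgeR adjusted p = 0.0254), and with total count scaling, DESeq2 with and without apeglm shrinkage, the 12 compared libraries alone, and protein-coding genes only (adjusted p = 0.0241 to 0.0471). Myf5 (chromosome 10, 107318769 to 107321995, 3 exons) changed by -0.61 ± 0.18 at 4 Hz (SE, edgeR adjusted p = 0.00879), although no 4 Hz library lay below every control library.

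**Figure D3:**
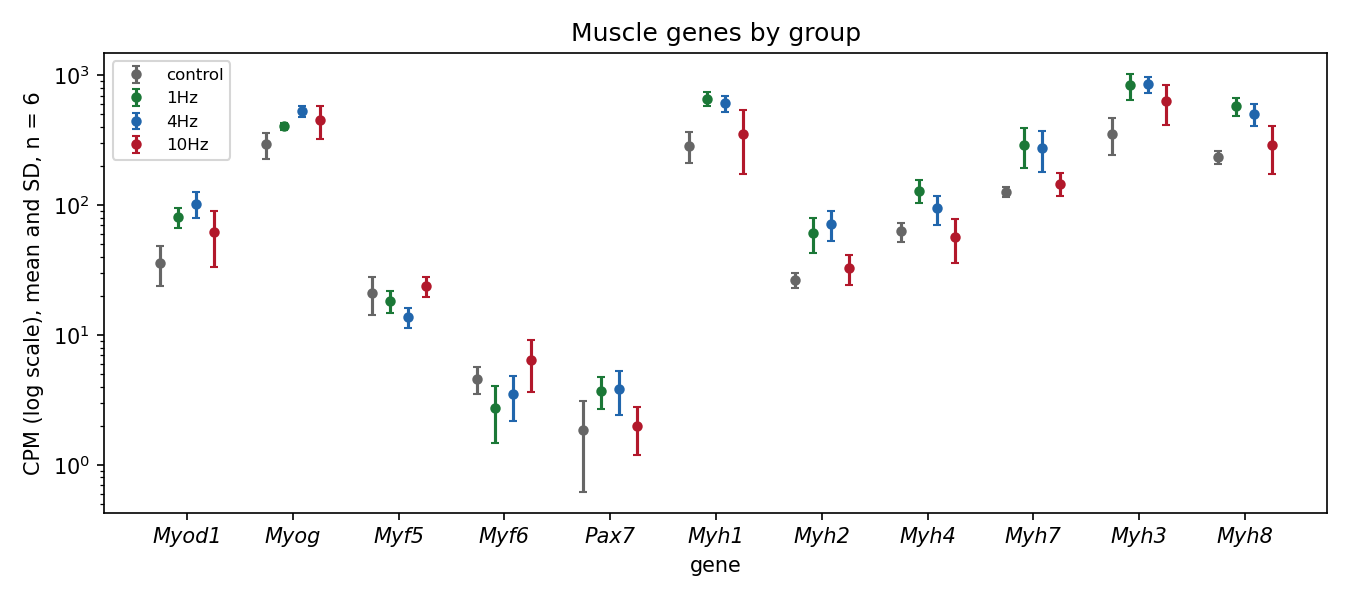
Mean CPM (log axis) of the 11 muscle genes in control, 1 Hz, 4 Hz, and 10 Hz tissues, with SD as bars (n = 6). Myh3, for example, was at 838 CPM at 1 Hz and 853 CPM at 4 Hz against 357 CPM in control.

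Whether groups of functionally related genes moved together was tested with 9 gene sets by limma's camera, with BH adjustment over 27 tests. The contractile apparatus set (50 genes tested) had a median log2 fold change of 0.62 at 1 Hz (camera adjusted p = 2.4e-18), 0.83 at 4 Hz (adjusted p = 7.88e-21), and 0.27 at 10 Hz (adjusted p = 5.66e-11), with 49 of 50 members above 0 at each frequency. The set for excitation-contraction coupling and ion handling (47 genes) had medians of 0.60 at 1 Hz (adjusted p = 4.96e-16), 0.65 at 4 Hz (adjusted p = 1.04e-15), and 0.17 at 10 Hz (adjusted p = 3.65e-05), with 45, 47, and 41 members above 0. Oxidative phosphorylation (79 genes) had medians of 0.12 at 1 Hz (adjusted p = 0.00104), 0.44 at 4 Hz (adjusted p = 3.6e-21), and 0.21 at 10 Hz (adjusted p = 9.28e-17), with 66, 78, and 74 members above 0. The extracellular matrix set (52 genes) rose at 1 Hz by a median of 0.43 (adjusted p = 2.51e-07, 40 of 52 above 0), did not pass at 4 Hz (median 0.27, adjusted p = 0.108, 31 of 52), and was lower at 10 Hz (median -0.15, adjusted p = 0.0362, 21 of 52 above 0). Glycolysis (19 genes) rose at 1 Hz (median 0.17, adjusted p = 0.0126, 13 of 19), did not pass at 4 Hz (median 0.07, adjusted p = 0.605, 11 of 19), and was lower at 10 Hz (median -0.16, adjusted p = 0.00324, 2 of 19 above 0). Hypoxia targets (33 genes) were lower at 10 Hz (median -0.17, adjusted p = 0.0034, 8 of 33 above 0), and the antioxidant set (35 genes) was higher at 10 Hz (median 0.12, adjusted p = 0.00104, 24 of 35). The p53 set (28 genes) rose at 1 Hz (median 0.19, adjusted p = 0.0285, 21 of 28), and at 4 Hz its median (-0.03) differed in sign from its mean (0.07) and from the test (adjusted p = 0.465). The interferon set (24 genes) was lower at 4 Hz (median -0.17, adjusted p = 0.0312, 6 of 24 above 0). In all, 6 sets at 1 Hz, 4 at 4 Hz, and 7 at 10 Hz passed 0.05.

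These calls rest on the preset correlation between genes of 0.01. With the correlation estimated from the data, the alternative that moved the sets most, camera passed 0 of 27 tests (lowest adjusted p = 0.136, 7 tests with an unadjusted p below 0.05), while fry passed 17 and preranked enrichment (fgsea) 17. Under fry, all 6 sets at 1 Hz and all 4 at 4 Hz held, and 3 of the 7 at 10 Hz did not (excitation-contraction coupling, glycolysis, and extracellular matrix). With the small RNA share as covariate, 14 of 27 tests passed, and the direction changed for hypoxia targets at 1 and 4 Hz and for glycolysis and p53 at 4 Hz, none of which had passed without it.

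Changes at the 3 frequencies were compared across genes, which are not independent replicates. The log2 fold changes at 1 and 4 Hz had a Pearson r of 0.819 across genes. Comparisons that share control libraries correlate without any effect. In 20 simulations all conditions, control included, were drawn unchanged from the control means, and r was from 0.499 to 0.575. At 4 and 10 Hz, r was 0.651 (simulated 0.491 to 0.575). At 1 and 10 Hz, r was 0.397 (simulated 0.489 to 0.550). The SD of r over a bootstrap of the libraries was 0.0352 for 1 and 4 Hz, 0.0841 for 4 and 10 Hz, and 0.0920 for 1 and 10 Hz, so the latter 2 lay outside the simulated ranges by only about that SD. With disjoint sets of the control libraries, the alternative that moved r most, it was 0.649 for 1 and 4 Hz, 0.406 for 4 and 10 Hz, and 0.185 for 1 and 10 Hz. Of the genes counted at 1 Hz, 1624 were counted in the same direction at 4 Hz (60.7% of those at 4 Hz) and 2 in the opposite direction. Of the 248 genes at 10 Hz, 200 were shared in direction with 4 Hz and 0 were opposite, and 128 were shared in direction with 1 Hz and 6 were opposite. Unchanged groups give almost no genes past the threshold, so their overlap was taken from lists of the same lengths ranked by p, a measure chosen after the data were seen. Of the genes ranked first by p, 1371 were shared in direction at 1 and 4 Hz (simulated 833 to 900), 210 at 4 and 10 Hz (simulated 130 to 168), and 79 at 1 and 10 Hz (simulated 123 to 152). The simulated groups held no changed genes. Where many genes change, noise of the shared controls is a smaller part of the fold changes, and the simulated ranges are not a chance level. The low values at 1 and 10 Hz thus do not show less agreement than chance, and r with disjoint controls was positive.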

Values the study reported

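In its experiment with 30 min sessions, the study reported RNA-seq of 24 samples, 6 for each of 3 light frequencies (1, 4, and 10 Hz) and 6 that received no light. Its light had a wavelength of 470 nm and an intensity of 22.5 μW mm−2. It counted a gene as changed at an absolute log2 fold change above 0.5 and an adjusted p below 0.05. In its text it described similar numbers of changed genes at 1 and 4 Hz and the fewest at 10 Hz, without stating the counts.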

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

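Tests chosen only after the result was seen in this part were the fits with the small RNA share as covariate and with all libraries thinned to 1 total. In 34 measures over 4 conditions, or 136 groups of 6 values, 16 groups held 1 library far from the other 5 by Dixon's criterion, where chance gives about 6.8. Each of the 16 is given here, and no biological explanation was tested for a difference between replicates of one condition.

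In library composition, the 20 most abundant genes took 8.70% of counts in 4 Hz replicate 2, against 9.95% to 10.4% in the other 4 Hz libraries. The non-polyadenylated small RNAs took 51.1 CPM in 4 Hz replicate 3, against 18.3 to 30.2 CPM in the others. Rn7sk, one of these small RNAs, was at 27.6 CPM in 1 Hz replicate 1, against 4.29 to 12.6 CPM in the others. The share of these small RNAs differed between libraries of a condition, so carry-over of non-polyadenylated RNA is a candidate source of the Rn7sk value. With the share as a covariate, Rn7sk at 4 Hz had a log2 fold change of 0.13 in place of -2.31, but Rn7sk is part of the share, so this follows from the construction.

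Control replicate 2 stood apart in 3 genes: Snhg7 at 24.8 CPM (others 39.3 to 47.9 CPM), Txnip at 281 CPM (others 146 to 182 CPM), and Myh7 at 104 CPM (others 126 to 137 CPM). The same library had the lowest small RNA share of the controls, 98.8 CPM, and the counts of genes at 10 Hz were 105 up and 42 down without it, against 165 and 83 with it. Why this library differed was not tested. In control replicate 6, Nefl was at 132 CPM (others 37.1 to 53.2 CPM), and in 1 Hz replicate 1 it was at 26.4 CPM (others 9.87 to 14.7 CPM). In 1 Hz replicate 3, the library with the highest total count, mt-Nd6 was at 75.2 CPM (others 40.7 to 51.7 CPM). Depth could be one source of such differences, but with all libraries thinned to 1 total, 1908 of the genes counted at 1 Hz and 2114 of those at 4 Hz remained, and these counts concern groups and not this library.

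Among stimulated libraries, Ccn1 was at 133 CPM in 4 Hz replicate 2 (others 71.4 to 93.8 CPM). In 4 Hz replicate 6, Myod1 was at 148 CPM (others 83.5 to 102 CPM) and Myh3 at 1092 CPM (others 747 to 875 CPM). In 10 Hz replicate 6, Myh3 was at 1041 CPM (others 467 to 664 CPM) and Nrg1 at 8.96 CPM (others 4.07 to 5.89 CPM). This library also had the lowest small RNA share (38.4 CPM) and the highest first principal component score (0.754) of the 10 Hz libraries, and without it 92 genes were up at 10 Hz against 165 with it. Egr1 was at 189 CPM in 10 Hz replicate 3 (others 102 to 129 CPM), and Myf5 at 32.1 CPM in 10 Hz replicate 2 (others 20.1 to 23.9 CPM). A mislabelled library was not tested for, and single libraries were too few to tell a technical from a biological difference.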

How the results depend on the processing

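Alternatives chosen after the data were seen were the small RNA share as a covariate or regressed out, the corrections for GC content and length, protein-coding genes only, thinning to equal depth, and edgeR's fitted fold changes. For every alternative below that moved a count or call, the cause was not tested, except where it is stated.

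The 12 counts of genes higher or lower stayed within 1.5 times under DESeq2 size factors, total count scaling, no count filter, DESeq2, DESeq2 with apeglm shrinkage, the corrections for GC content and length, protein-coding genes only, and thinning to equal depth. With an adjusted p alone, which drops the threshold on fold change and so can only add genes, the counts higher and lower were 2414 and 2306 at 1 Hz, 2558 and 2693 at 4 Hz, 356 and 295 at 10 Hz, 761 and 873 for 4 Hz against 1 Hz, 2359 and 2470 for 10 Hz against 1 Hz, and 1458 and 1579 for 10 Hz against 4 Hz. With limma on log2(TPM + 1), moved counts were 828 higher at 1 Hz, 677 higher and 2057 lower at 4 Hz, 77 higher and 157 lower at 10 Hz, 56 higher and 404 lower for 4 Hz against 1 Hz, 743 higher for 10 Hz against 1 Hz, and 389 lower for 10 Hz against 4 Hz. With a pseudocount of 0.1 they were 752 higher and 2293 lower at 4 Hz, 85 and 172 at 10 Hz, 73 and 479 for 4 Hz against 1 Hz, 817 higher for 10 Hz against 1 Hz, and 416 lower for 10 Hz against 4 Hz. Without a filter on TPM they were 772 higher at 1 Hz, 642 higher and 2106 lower at 4 Hz, 52 higher at 10 Hz, 40 higher and 339 lower for 4 Hz against 1 Hz, 669 higher for 10 Hz against 1 Hz, and 301 lower for 10 Hz against 4 Hz. A minimum mean of 5 CPM, which tests fewer genes, left 742 lower at 1 Hz, 805 lower at 4 Hz, and 386 higher for 10 Hz against 4 Hz. With only the 12 libraries compared, 97 genes were higher and 49 lower at 10 Hz, in a fit with fewer libraries to estimate the spread.

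With the small RNA share as a covariate, edgeR counted 1 gene higher and 0 lower at 1 Hz, 154 and 96 at 4 Hz, 89 and 155 for 10 Hz against 1 Hz, and 0 and 0 for 10 Hz against 4 Hz, while limma counted 1 and 2, 138 and 103, 103 and 171, and 0 and 0. The numbers of genes with an unadjusted p below 0.05 by edgeR were 1414, 2345, 2384, and 1007. The counts for 10 Hz against control and for 4 Hz against 1 Hz stayed within 1.5 times.

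Leaving out 1 library in turn gave 1109 to 1413 higher and 1055 to 1378 lower at 1 Hz, 1308 to 1523 higher and 1140 to 1403 lower at 4 Hz, and 92 to 210 higher and 42 to 116 lower at 10 Hz. It gave 134 to 300 higher and 144 to 228 lower for 4 Hz against 1 Hz, 1070 to 1432 higher and 989 to 1327 lower for 10 Hz against 1 Hz, and 568 to 881 higher and 615 to 911 lower for 10 Hz against 4 Hz. The counts moved by over 1.5 times were 105 higher and 42 lower at 10 Hz without control replicate 2, 92 higher at 10 Hz without 10 Hz replicate 6, and 134 higher for 4 Hz against 1 Hz without 1 Hz replicate 5.

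The conditions share replicate numbers, and the fit with the replicate number as a block counted 2430 genes at 1 Hz, 2668 at 4 Hz, 266 at 10 Hz, 428 for 4 Hz against 1 Hz, 2374 for 10 Hz against 1 Hz, and 1468 for 10 Hz against 4 Hz. The numbers did not pair the libraries: over 36 pairs of libraries with the same number in different conditions, the deviations from the condition means had a median r across genes of 0.0173 (range -0.184 to 0.362, 10 above 0.1), and differently numbered pairs had a median of -0.0130. Under the block the extracellular matrix set at 4 Hz passed (adjusted p = 0.0492), as did Myod1 at 10 Hz (adjusted p = 0.00226) and Myf6 at 1 Hz (adjusted p = 0.0431), and no other call of a set or single gene changed.

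Over the fits of single genes without 1 library, 1297 kept direction and side of the threshold, 8 gained the threshold, 9 lost it, and 6 changed sign. All 6 were Pax7 at 10 Hz, whose log2 fold change ranged from -0.13 to 0.34 over these fits and was -0.022 on the log2(TPM + 1) scale without a filter. Myh7 at 10 Hz was -0.0071 on the log2(TPM + 1) scale with and without the filter and -0.0073 on the log2(TPM + 0.1) scale. With the covariate, Myf5 at 1 Hz was 0.25 and Rn7sk at 4 Hz 0.13, the latter because it is part of the covariate.

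For the first principal component with all tested genes, 10 Hz differed from control by 11.3 without passing and 4 Hz from 1 Hz by -1.08. Regressing out the small RNA share left all 6 pairs on their side of the threshold. The correlation of fold changes with disjoint sets of the control libraries was 0.649 for 1 and 4 Hz, 0.185 for 1 and 10 Hz, and 0.406 for 4 and 10 Hz, where the control libraries are no longer shared. With an adjusted p alone, 3138 genes were shared in direction and 21 opposite at 1 and 4 Hz, 287 and 38 at 1 and 10 Hz, and 555 in direction at 4 and 10 Hz. With the covariate, 1 was shared and 0 opposite at 1 and 4 Hz, 0 and 0 at 1 and 10 Hz, and 58 were shared at 4 and 10 Hz.

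Camera with an estimated correlation gave adjusted p at 1 Hz of 0.137 for the contractile set, 0.136 for excitation-contraction coupling, 0.545 for oxidative phosphorylation and glycolysis, 0.343 for extracellular matrix, and 0.258 for p53. At 4 Hz it gave 0.136 for the contractile set, excitation-contraction coupling, and oxidative phosphorylation, and 0.258 for interferon. At 10 Hz it gave 0.258 for the contractile set, 0.355 for excitation-contraction coupling, 0.137 for oxidative phosphorylation, 0.491 for glycolysis, 0.369 for hypoxia, 0.136 for antioxidant, and 0.65 for extracellular matrix. Fry passed hypoxia (0.0394) and interferon (0.00162) at 1 Hz and antioxidant (0.0176) at 4 Hz, and lost excitation-contraction coupling (0.0553), glycolysis (0.0907), and extracellular matrix (0.351) at 10 Hz. Fgsea passed hypoxia (0.00805) and interferon (0.0302) at 1 Hz, and lost p53 at 1 Hz (0.0791) and glycolysis at 10 Hz (0.0968). The correction for GC content lost extracellular matrix at 10 Hz (0.0738). With the covariate, glycolysis (0.290) and p53 (0.134) at 1 Hz and interferon at 4 Hz (0.659) were lost, and hypoxia at 1 Hz (0.290) and at 4 Hz (0.134), glycolysis at 4 Hz (0.290), and p53 at 4 Hz (0.849) changed direction without passing.

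Depth limited Pax7 most among the named genes, with 2 to 23 counts per control library.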

Other observations

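Tests chosen only after the result was seen were those of carry-over against the first principal component, of ribodepletion, and of shuffled shares, the fits with the small RNA share as covariate, the corrections for GC content, length, and depth, and the list of endoplasmic reticulum chaperones. The lists of cytosolic heat shock and other immediate-early genes were written after the patterns they follow were seen and before their own values were.

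The libraries at 1 and 4 Hz held less non-polyadenylated small RNA than control, and this share tracked gene expression within conditions too. Over the 24 libraries, deviations from the condition means of the first principal component and of the log2 share had a Pearson r of -0.664 (permutation p = 0.0032, BH adjusted p = 0.0096 over 3 measures) and a Spearman rho of -0.600 (permutation p = 0.00799, BH adjusted p = 0.0120). Without the 2 libraries farthest from the median, r was -0.480. Within conditions, r was -0.766 in control, -0.867 at 1 Hz, 0.0142 at 4 Hz, and -0.811 at 10 Hz, so no such relation was seen over the 6 libraries at 4 Hz, which are too few to exclude one. A GC measure of each library, the Spearman correlation of its centered log2 CPM with GC content over genes, also followed the component (r = 0.554, permutation p = 0.00942, BH adjusted p = 0.0141). Its rho was 0.575 (permutation p = 0.00747, BH adjusted p = 0.0120), and r was 0.466 without the 2 farthest libraries. The total count did not follow the component (r = 0.329, permutation p = 0.212, BH adjusted p = 0.212). Its rho was 0.325 (permutation p = 0.168, BH adjusted p = 0.168), and r was 0.343 without the 2 farthest. With the slope on the share removed, the component still differed from control by 16.2 at 1 Hz (95% bootstrap interval 10.0 to 26.1) and 17.5 at 4 Hz (8.11 to 25.5). That removal used 1 slope for all conditions, extended over a gap in the share that no control, 1 Hz, or 4 Hz library filled. It cannot exclude carry-over as the whole of that difference, and the intervals rest on the same slope.

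For the genes counted, the share as a covariate left 1 of 2441 genes at 1 Hz and 222 of 2676 at 4 Hz, and 191 of 248 at 10 Hz. At 10 Hz this argues against carry-over as the whole cause. At 1 and 4 Hz the share did not overlap control, and carry-over and stimulation cannot be told apart for these genes. The median fraction of the log2 fold change that was kept was 0.602 at 1 Hz and 0.662 at 4 Hz, with the same sign in 98.1% and 97.9% of genes, and SEs grew by a median factor of 1.56 and 1.55. Loss of power from collinearity alone is argued against by 20 shuffles of the share within conditions. With a shuffled share, edgeR counted a median of 1596 genes at 1 Hz (412 to 3675) and 1847 at 4 Hz (794 to 3628). With the real share it counted 1 and 250 genes in all, fewer than with any shuffle. Between stimulated conditions the ranges of the share overlapped for 10 Hz against 1 Hz and against 4 Hz. There edgeR left 224 of 2390 genes and 0 of 1460 with the share as covariate, with a median fraction kept of 0.688 and 0.608. In all, 244 and 0 genes were counted there with the real share. None of 20 shuffles counted as few (lowest 962 and 15). For 10 Hz against 4 Hz, 1007 genes had an unadjusted p below 0.05 and limma also counted 0, so no gene past the threshold argued against carry-over there. Between 4 and 1 Hz, where the mean shares were close, 387 of 399 remained. The share may therefore carry a signal that varies along with the effect of stimulation, either a technical one or a biological state of the tissue, and these data do not separate them.

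Why the share differed stays open. The labels say that low-input samples were made by ribodepletion, which could follow the conditions. Ribodepletion keeps histone RNA, which lacks a poly(A) tail, but the control mean over the 1 Hz mean was 1.27 for histone RNA against 4.37 for the small RNAs and 4.35 for ribosomal RNA. Since the libraries made that way are not named, this does not decide it.

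Chance was tested by regrouping the 12 libraries of each comparison in 100 of the 462 possible splits. The labelled split was the only 1 of 100 to count as many genes in each of the 6 comparisons, with 2180, 2516, 146, 393, 2174, and 1280 genes in fits of the 12 libraries for 1, 4, and 10 Hz against control, 4 Hz against 1 Hz, 10 Hz against 1 Hz, and 10 Hz against 4 Hz, so chance can be excluded for these counts. For the number of gene sets, 12 of 100 splits passed as many at 1 Hz and 57 of 100 at 4 Hz, so by this count chance cannot be excluded there. At 10 Hz 3 of 100 did, a share that excludes chance only before adjustment over the 3 frequencies, and camera with an estimated correlation passed none of these sets. Splits that keep most libraries of a condition together still hold part of its difference. Of the 45 drawn splits with 3 libraries of each condition on both sides, looked at after the counts were seen, 0 passed as many sets as the labels at 1 Hz, 11 at 4 Hz, and 1 at 10 Hz. These balanced splits passed a median of 2, 3, and 3 sets at 1, 4, and 10 Hz.

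Corrections for technical trends were applied in turn. Those for GC content and length overshot, leaving weaker trends of the opposite sign. The Spearman correlation of fold change with length at 10 Hz went from -0.240 to 0.116. With GC content at 1 Hz it went from 0.176 to -0.084. Of the genes counted at 1 Hz, 2066 remained with a correction for GC content, 2201 for transcript length, and 1908 after thinning to equal depth. At 4 Hz 2536, 2339, and 2114 remained, and at 10 Hz 238, 176, and 183. That is 78.2% to 90.2% of the genes at 1 Hz, 79.0% to 94.8% at 4 Hz, and 70.97% to 96.0% at 10 Hz, which argues against each trend as the whole cause.

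Genes for chaperones of the endoplasmic reticulum were higher at 1 Hz (median log2 fold change 0.53, fry BH adjusted p = 8.38e-07, 21 of 24 above 0) and 4 Hz (0.61, fry BH adjusted p = 7.09e-07, 21 of 24), and not at 10 Hz (0.03, fry BH adjusted p = 0.585, 16 of 24), although camera with an estimated correlation passed neither (BH adjusted p = 0.113 at both 1 and 4 Hz). A general protein-folding stress would raise cytosolic heat shock genes as well. These were lower at 1 Hz (median -0.34, fry BH adjusted p = 0.000715, 1 of 19 above 0) and 4 Hz (-0.14, fry BH adjusted p = 0.0315, 6 of 19), and did not differ at 10 Hz (0.05, fry BH adjusted p = 0.585, 11 of 19). Camera gave BH adjusted p = 0.000934 at 1 Hz and 0.104 at 4 Hz with the preset correlation, and 0.2 and 0.526 with an estimated one, so a fall of these genes was not firm. No test put them higher at 1 or 4 Hz and 0 of 19 were counted as upregulated, which argues against the rise that such a stress needs, less firmly at 4 Hz. A demand on secretory folding alone may be involved, as a hypothesis that was not tested, and carry-over stays open for these genes at 1 and 4 Hz.

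Egr1, Ccn1, and Trib1, named for their fall at 10 Hz, also fell at 4 Hz (log2 fold changes -1.18, -2.11, and -1.15), and Ccn1 fell at 1 Hz (-1.07), so their fall was not particular to 10 Hz. It was followed by a list of 28 other immediate-early genes, genes induced within minutes of a stimulus. Their median log2 fold change at 10 Hz was -0.18 (fry BH adjusted p = 0.00697, 6 of 28 above 0). Lower immediate-early transcription as a class would give this direction. Only 3 of the 28 were counted as downregulated and 1 as upregulated. Camera with an estimated correlation gave BH adjusted p = 0.166 (0.000934 with the preset one), so a fall of the class was not firm. At 4 Hz the median was -0.31 (fry BH adjusted p = 0.000264, 7 of 28, 2 counted as upregulated and 9 as downregulated). Camera there gave BH adjusted p = 0.00655 with the preset and 0.2 with an estimated correlation. At 1 Hz the median was 0.19 (fry BH adjusted p = 0.0115, 17 of 28, 8 counted as upregulated and 3 as downregulated), and camera passed with neither correlation (BH adjusted p = 0.104 and 0.489), so a rise at 1 Hz was not firm. The time between the last light and lysis was not tested as a source of this difference.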
